A study of Rattus norvegicus with 6 samples. Its data were reported in "Upregulation of Hsp27 via further inhibition of histone H2A ubiquitination confers protection against myocardial ischemia/reperfusion injury by promoting glycolysis and enhancing mitochondrial function" (2023).

How the data were processed

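Total RNA of rat myocardium was sequenced in 6 samples, 3 from sham-operated rats and 3 from rats whose left anterior descending coronary artery had been tied for 30 min. The labels gave each sample its group and a replicate number from 1 to 3. For sham rats no ligation is described. Libraries came from a strand-aware total RNA kit.

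The authors deposited 1 table with 32623 Ensembl rat genes, which held raw read counts and FPKM values for each sample. The raw counts deposited by the authors were whole numbers that were not normalized. FPKM, fragment counts scaled by gene length and library size, had been computed by the authors, with genes without reads set to 0.0001. Among 9383 well-covered genes, 99.9% had count to FPKM ratios that differed between samples by 1 constant factor per sample. The aligner, the counting tool, their versions and the genome build were not stated, so positions are given as the file lists them. Without a stated counting rule, reads of near-identical gene copies and of overlapping genes could have been split or lost, and values of such genes are uncertain.

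The test had been fixed before the data were examined as limma on log2(FPKM + 0.1), on the assumption that the table held FPKM only. Because the table also held raw counts, the test was changed to the quasi-likelihood test of edgeR on the counts, before any comparison was computed, and the planned limma test was kept as an alternative. Genes with a mean FPKM of at least 0.5 over the 6 samples were tested, which left 13964 genes. Counts were scaled with the trimmed mean of M-values method, and ischemia was compared with sham without covariates. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. The standard error of a log2 fold change was derived from the F statistic. A second criterion, log2 fold change above 2 and unadjusted p under 0.01, followed the selection the study describes. Single values were compared with two-sided exact permutation tests, for which 3 samples against 3 cannot give a p below 0.1.

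Gene sets were tested with camera in limma at an inter-gene correlation of 0.01. The sets reported are lists of 28 glycolytic enzymes and transporters and of 28 oxidative phosphorylation genes, and the genes that the table itself assigns to the MAPK signaling, glycolysis and oxidative phosphorylation pathways. The first list was fixed before the data were examined. Pathway enrichment used a one-sided Fisher exact test per annotated pathway with at least 10 tested genes, against the 5241 tested genes with any pathway annotation. By the rule fixed beforehand, the genes to be named were those of 4 lists taken from the study (10 MAPK genes, 4 glycolysis genes, 5 mitochondrial genes and the PRC1 subunits), and the 5 genes with the highest and the 5 with the lowest log2 fold change among those past the adjusted threshold whose groups did not overlap. Outside that rule, Mt-co1, Myl7, Nppa, Myl2, Myh6, Mapk7, Rbm12 and Ddx3y were chosen after their values were seen. So were Slc16a3 and Pfkfb1 as the ends of a range. Placeholder names were passed over in the rule, and 1 gene of the lists is not reported here. A fold against a group with at most 3 counts in every library was computed against 3 counts and is a lower bound.

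The alternatives were limma on FPKM with 3 pseudocounts, without a trend and with robust estimation; no expression filter and a mean FPKM of at least 5; 4 other scalings; DESeq2; the replicate number as a block; each of the 6 samples left out; summed rows of repeated symbols; an estimated inter-gene correlation; and enrichment of the genes past the adjusted threshold. A covariate for atrial genes, a covariate for myeloid genes, the removal of the mitochondrial genome and the removal of genes with erratic zero counts were added after seeing the data. The replicate numbers pairing the samples across groups come from the sample titles and belong to different animals. The planned rescaling and quantile normalization of FPKM were run with limma, and total-count and median-ratio scaling were run with edgeR.

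Total counts ranged from 68529126 to 79591989 per sample. At that depth 3 counts correspond to 0.0377 to 0.0438 CPM (counts scaled to library size), which covers counting error only. The test was checked on simulated data with 13964 genes, of which 200 were changed by 2 on the log2 scale. At the estimated dispersion, edgeR recovered 56% of the changed genes with 7 false calls among 119. Limma recovered 44% with 9 false calls among 97. The simulation gave genes of similar abundance the same dispersion. It held no differences in tissue content and no erratic zero counts. These rates therefore need not hold for the real data. Computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9. Reads, ischemia-reperfusion samples and chromatin data were not analysed here.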

Results

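RNA sequencing was performed on myocardial tissue of 3 sham rats and 3 rats with 30 min of ischemia. Total counts per sample were 73765344, 78512188 and 70126697 in sham replicates 1 to 3 and 79591989, 72305673 and 68529126 in ischemia replicates 1 to 3. Between 17076 and 18096 genes had at least 1 count. The mitochondrial gene Mt-co1 took the most counts in each sample, between 6.37% and 11.3%, and the whole mitochondrial genome took between 15.4% and 21.4%.

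The samples were first compared with each other on log2 CPM, counts scaled to library size. Pearson correlations across genes ranged from 0.918 to 0.949 within sham, from 0.871 to 0.934 within ischemia and from 0.758 to 0.907 between the groups. The first principal component held 59.0% of the variance and placed all sham samples (-75.2, -63.4 and -79.6) below the ischemia samples (13.3, 129.6 and 75.2). Ischemia replicate 1 lay closest to sham and ischemia replicate 2 farthest. The samples also differed in ways that the groups did not explain. FPKM of the atrial light chain gene Myl7 was 6530 and 3541 in sham replicates 1 and 3, 116.9 in sham replicate 2, 764.4 in ischemia replicate 1, and 10 and 12.3 in ischemia replicates 2 and 3. Sham replicate 1 had 4 reads on 3 Y-linked genes, against 2780 to 7958 in the other samples, although the rats were described as male. The labels gave no batch.

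The first question was which genes changed after 30 min of ischemia. With the edgeR quasi-likelihood test, 723 of 13964 genes were higher and 214 were lower in ischemia at an adjusted p-value under 0.05. The smallest adjusted p-value from edgeR was 0.0110, and 4528 genes had an unadjusted p under 0.05. In all, 5389 genes (38.6%) had ischemia values that did not overlap the sham values, where chance gives 10%. The planned limma test on log2(FPKM + 0.1) found 850 higher and 262 lower genes, and 936 of the 937 edgeR calls had a limma p under 0.05 in the same direction. In number of genes DESeq2 moved this result most, to 2066 higher and 1737 lower genes, a share of 54.3% higher against 77.2%. No gene passed without sham replicate 1, 2 or 3 or without ischemia replicate 3, while 1490 higher and 1115 lower genes passed without ischemia replicate 1. Same-numbered samples of the groups had a mean correlation of deviations of -0.115, and differently numbered samples 0.0553. Deviations were taken from each group mean, so the second value nearly follows from the first and is no separate comparison. With the replicate number as a block no gene passed, although 3349 genes had an unadjusted p under 0.05. At a log2 fold change above 2 and p under 0.01, 462 genes were higher and 187 lower, against 333 and 218 with the replicate block. Quantile normalization moved the split to 820 higher and 443 lower genes, a share of 64.9% higher. Scaling to equal totals moved it the other way, to 509 higher and 83 lower genes, a share of 86.0% higher. With a covariate for myeloid genes, whose score had a correlation of 0.956 with the groups, no gene passed and 986 had an unadjusted p under 0.05.

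**Figure D1:**
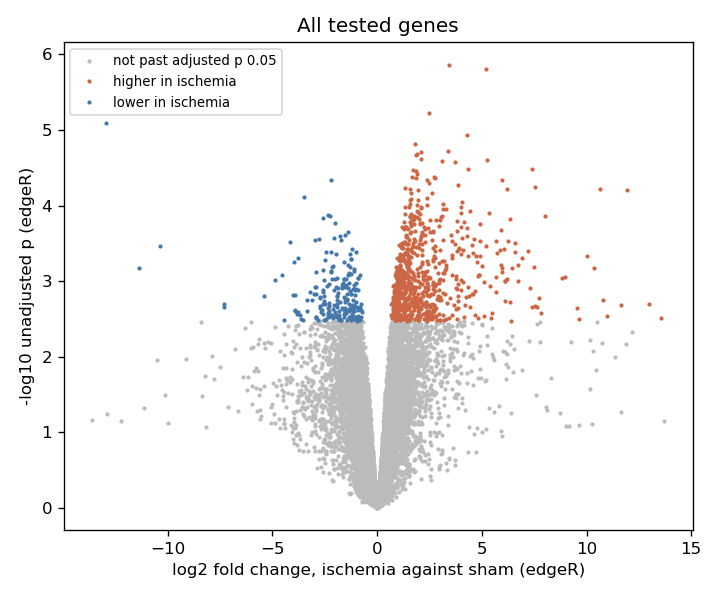
Each point is 1 of 13964 tested genes, with the edgeR log2 fold change of ischemia against sham on the x axis and -log10 of the unadjusted p on the y axis. Genes with an adjusted p under 0.05 are coloured, 723 higher and 214 lower in ischemia.

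The 5 genes with the highest log2 fold changes had no counts in any sham sample. Mmp12 was at least 485-fold higher in ischemia, Fgf23 at least 324-fold, Retnlg at least 158-fold, Acod1 at least 130-fold and Csf3 at least 81.3-fold, with edgeR adjusted p-values of 0.0488, 0.0440, 0.0248, 0.0443 and 0.0478. The bounds for Fgf23, Acod1 and Csf3 rested mostly on ischemia replicate 2. Counts in ischemia replicates 1 to 3 were 462, 2560 and 209 for Fgf23 and 113, 989 and 173 for Acod1. They were 80, 640 and 85 for Csf3, 108, 2564 and 1850 for Mmp12, and 434, 765 and 336 for Retnlg. Among the 5 genes with the lowest values, Cpne1 and Omd had no counts in any ischemia sample. Cpne1 was at least 337-fold lower, with 1103, 743 and 1067 counts in sham, though its reads may have been assigned to another gene. Omd was at least 111-fold lower. Apart from such genes, 186 tested genes had 0 counts in a library and at least 100 in another of the same group. The log2 fold changes of Clec3a, Scd and Gp1bb were -7.32, -7.30 and -5.41 (edgeR adjusted p 0.0441, 0.0445 and 0.0406). Scd rested on unequal sham samples, with 107573 counts in replicate 3 against 5867 and 8160 in replicates 1 and 2.

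The study selected 10 genes of the MAPK signaling pathway, a kinase cascade that responds to stress. All 10 had positive log2 fold changes, from 2.58 to 4.52. With the edgeR test 6 of the 10 genes passed an adjusted p of 0.05 over all genes, and 9 passed when adjusted over the list alone, which shows no stability because the list was chosen from these data. The log2 fold change was 4.52 ± 0.85 (SE) for Il1b, 4.29 ± 0.35 for Myc, 3.29 ± 0.53 for Cd14, 3.17 ± 0.37 for Map3k6 and 2.91 ± 0.49 for Dusp2, with edgeR adjusted p-values of 0.0397, 0.0246, 0.0332, 0.0272 and 0.0352. The same genes and Hspb1 passed the log2 fold change of 2 and p of 0.01. Pgf (3.48, adjusted p 0.0779 from edgeR), Flnc (2.89, 0.0803), Hspa1b (3.76, 0.129) and Il1a (2.58, 0.163) did not pass. Hspa1b had an FPKM of 412.7 in ischemia replicate 2 against 10.9 and 17.5 in replicates 1 and 3, overlapping sham, and it can share reads with a near-identical copy. With the replicate block none of the 10 genes passed an edgeR adjusted p of 0.05, and 7 passed the log2 fold change of 2 and p of 0.01. The same-numbered check value was -0.115. With the myeloid covariate Il1b, Hspa1b, Pgf, Cd14, Dusp2 and Il1a turned negative, and none of the 10 passed either criterion. In the same samples 17 neutrophil and monocyte genes had a median log2 fold change of 6.59.

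**Figure D2:**
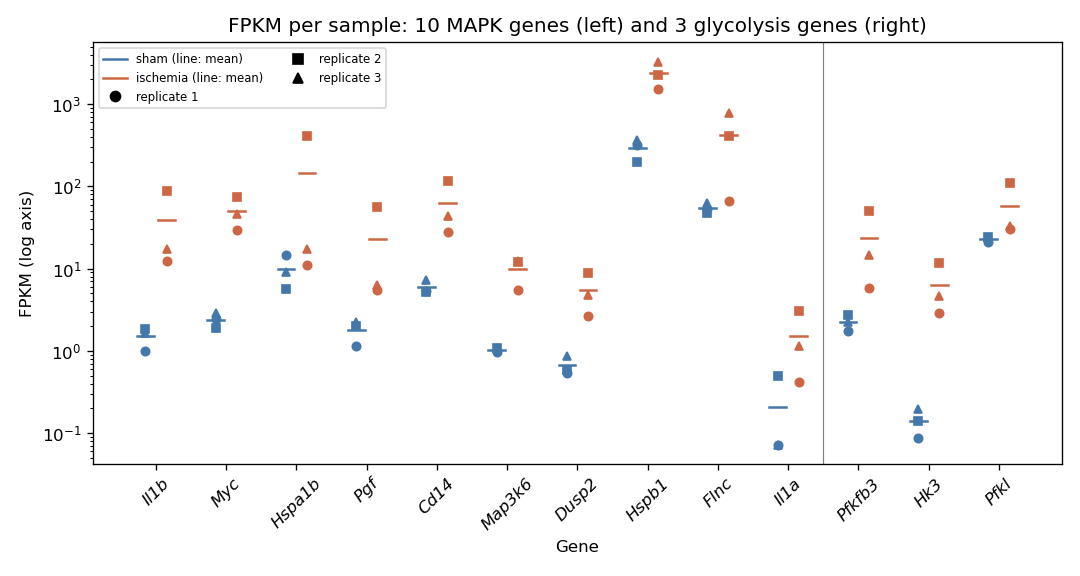
FPKM on a log axis of 10 MAPK genes and 3 glycolysis genes in each of 6 samples, with sham in blue, ischemia in orange, a marker shape per replicate number and a line at each group mean. All ischemia points lie above all sham points for 8 of the 10 MAPK genes and for 3 of 3 glycolysis genes, and ischemia replicate 2 is the highest for 7 and 3 of them.

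Hspb1, which encodes Hsp27, lies on chromosome 12 from 23839399 to 23841049 on the minus strand. Its FPKM was 292.7 ± 86.6 (SD, n = 3) in sham and 2358 ± 892 (SD, n = 3) in ischemia. Counts were 21072, 14048 and 23351 in sham and 109891, 149265 and 205483 in ischemia. The log2 fold change was 2.96 ± 0.39 (SE) with an edgeR adjusted p of 0.0272, and the exact permutation p was 0.1, the smallest the design allows. The log2 fold change stayed between 2.58 and 3.29 over the alternatives, with adjusted p-values from 9.23e-13 with DESeq2 to 0.708 with the myeloid covariate in edgeR. With the replicate block it was 2.90 with an edgeR adjusted p of 0.0943, at a same-numbered check value of -0.115.

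The next question was whether genes of glycolysis changed. Of the glycolysis genes named in the study, Hk3, Pfkfb3 and Pfkl were each higher in all ischemia samples than in all sham samples. Hk3 rose by 5.35 ± 0.65 on the log2 scale (SE; edgeR adjusted p 0.0272), while Pfkl (1.18 ± 0.49, edgeR adjusted p 0.155) did not pass. Neutrophil and monocyte genes, whose median log2 fold change was 6.59, also rose in the samples in which Hk3 and Pfkfb3 were higher. Pfkfb3, on chromosome 17 from 70684134 to 70711224 on the plus strand, had an FPKM of 2.26 ± 0.50 (SD, n = 3) in sham and 23.6 ± 23.6 (SD, n = 3) in ischemia. Its counts were 630, 1052 and 778 in sham and 2255, 17810 and 4957 in ischemia. The log2 fold change was 3.22 ± 0.77 (SE) with an edgeR adjusted p of 0.0561 and an exact permutation p of 0.1. Over the alternatives it ranged from -2.62 with the myeloid covariate to 3.66, with adjusted p-values from 0.000125 with DESeq2 to 0.700 with that covariate in edgeR. Pfkl also turned negative (-2.71) with it. With the replicate block the log2 fold change of Pfkfb3 was 2.79 with an edgeR adjusted p of 0.101, and none of these 3 genes passed, at the same-numbered check value of -0.115.

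As a set, 27 tested glycolytic enzymes and transporters had a median log2 fold change of 0.37, with single values from -3.22 to 5.50 and 16 of 27 above 0. Camera in limma gave p 0.524, and the exact permutation test of the per-sample mean gave p 0.3. Only Hk3 passed an edgeR adjusted p of 0.05. The median was positive, from 0.07 to 0.48, under each alternative except the myeloid covariate (-0.65, camera p 0.000307), and was 0.20 with the replicate block (camera p 0.163; same-numbered check value -0.115). The 51 tested genes that the table assigns to the glycolysis pathway had a median of -0.19 with 20 above 0 (camera p 0.0765 in limma, exact permutation p 0.1). That median was below 0 under 23 of 25 alternatives, and above 0 without sham replicate 2 (0.07) and with the myeloid covariate (0.08). The camera p in limma was under 0.05 with 5 alternatives, namely quantile normalization (0.0315), the atrial covariate (0.0122), and without sham replicate 1 (0.0272), sham replicate 3 (0.0474) or ischemia replicate 1 (0.0356). It was -0.21 with the replicate block (camera p 0.118 in limma, same-numbered check value -0.115).

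**Figure D3:**
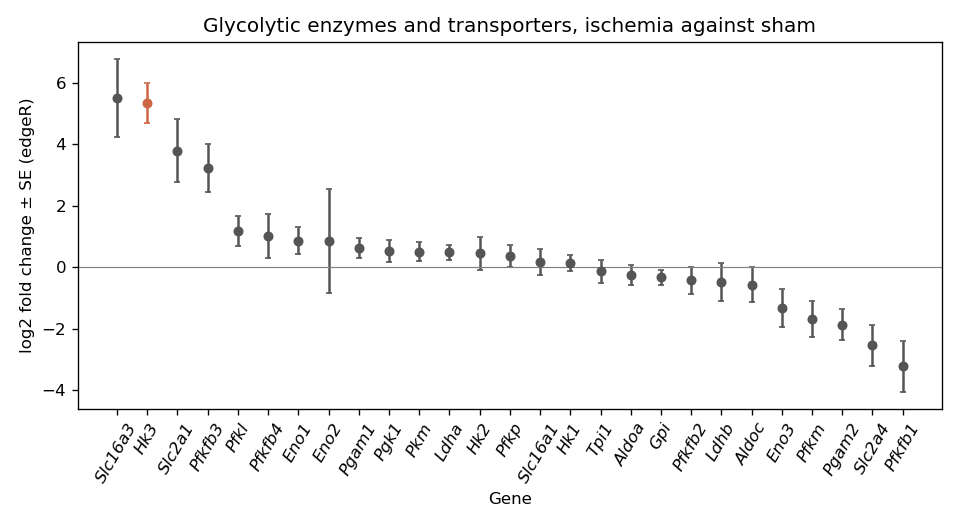
Log2 fold change of ischemia against sham with its standard error from edgeR for 27 glycolytic enzymes and transporters, with Hk3, the 1 gene past an adjusted p of 0.05, in orange. Values run from 5.50 for Slc16a3 to -3.22 for Pfkfb1.

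Whether the MAPK pathway moved as a whole was tested with the 245 tested genes that the table assigns to it. Their median log2 fold change was 0.22, 146 genes were above 0, and 19 were higher and 3 lower at an adjusted p under 0.05 in edgeR. Camera in limma gave p 0.0359 at the preset correlation and p 0.415 with the correlation estimated from the data, and the exact permutation p of the per-sample mean was 0.2. Over 10 sets the adjusted camera p in limma was 0.0449. With the replicate block the median was 0.19 and the camera p 0.0221, with a same-numbered check value of -0.115, and with the myeloid covariate the median turned to -0.35 (camera p 0.00365). Of the genes with a log2 fold change above 2 and p under 0.01, 235 had a pathway annotation, and 13 of them belonged to the MAPK pathway against 10.985 expected (odds ratio 1.20, Fisher exact p 0.304). The MAPK pathway ranked 69 of 299 pathways, and its Benjamini-Hochberg adjusted Fisher p was 1. Altogether 25 pathways passed. The highest ranked was cytokine-cytokine receptor interaction, with 41 genes against 6.99 expected (adjusted Fisher exact p 4.60e-19), followed by the IL-17 pathway with 19 genes against 3.32 (3.73e-08). Enrichment of the 723 genes past the adjusted threshold gave 14 pathways, and that of the 214 lower genes gave 0, where 73 annotated genes entered the test. With the replicate block 26 pathways passed, and with the myeloid covariate 0.

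The study also addressed mitochondrial genes and the PRC1 complex, which places ubiquitin on histone H2A. It measured 5 mitochondrial genes as protein, after Hsp27 knockdown in cardiomyocytes given hypoxia and reoxygenation, where Coq9 mRNA did not change. For PRC1 it overexpressed the subunit RING1B in hypoxic cardiomyocytes, and it states reduced RING1B levels in ischemic hearts without naming the measure. The values here are mRNA of ischemic tissue, so they do not test the protein results. All 5 mitochondrial genes had negative log2 fold changes, from -1.13 for Coq9 (edgeR adjusted p 0.208) to -0.49 for Ndufb5 (0.453), and none passed. Ndufs1 (-0.98, edgeR adjusted p 0.138) was lower in all ischemia samples than in all sham samples. The FPKM of Coq9 was 266.6 ± 72.9 (SD, n = 3) in sham and 131.0 ± 84.1 (SD, n = 3) in ischemia, and the samples of the groups overlapped. The PRC1 genes Bmi1, Ring1 and Rnf2 had log2 fold changes of -0.22, -0.31 and 0.18, with edgeR adjusted p-values of 0.661, 0.362 and 0.626, and the samples of the groups overlapped for each. With the replicate block none of these genes passed. With the myeloid covariate all 5 mitochondrial genes turned positive, without passing. As a set, 26 tested oxidative phosphorylation genes had a median of -0.48 with 0 above 0, and the 127 genes that the table assigns to that pathway had -0.38 with 18 above 0. The adjusted camera p-values in limma were 0.00489 and 0.00110. At the correlation estimated from the data they were 0.529 and 0.544 without adjustment, and the exact permutation p-values were 0.4 and 0.3. Both medians were below 0 under 24 of 25 alternatives, and 1.21 and 1.07 with the myeloid covariate. The camera calls depended on single samples. Without sham replicate 2 the medians were -0.15 and -0.10 (camera p 0.151 and 0.167 in limma), and without ischemia replicate 2 the list of 26 had -0.22 (p 0.108) and the pathway -0.16 (p 0.0488). They were -0.47 and -0.37 with the replicate block (camera p 0.0146 and 0.00339 in limma, same-numbered check value -0.115).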

Values the study reported

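The study reported 10 upregulated genes of the MAPK signaling pathway at a log2 fold-change above 2 and P below 0.01. After combining RNA-seq with H2Aub ChIP-seq it reported 211 upregulated and 162 downregulated genes, of which 23 of the upregulated ones belonged to the MAPK signaling pathway.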

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

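Alternatives other than the atrial and myeloid covariates, the removal of the mitochondrial genome and the removal of erratic genes were planned. The first plan assumed FPKM only, so when the alternatives that need counts, such as DESeq2, were fixed is not stated. All 10 genes of the MAPK list and Hk3, Pfkfb3 and Pfkl had a positive log2 fold change under each alternative in which they were tested except the myeloid covariate, with which 8 of them turned negative. Hspb1 ranged from 2.58 to 3.29. The number of genes past an adjusted p of 0.05 was far less stable. Fits with a block, a covariate or fewer samples have less to estimate the spread from, and whether this was the cause was not tested.

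Across the 6 fits that each left out one sample, higher genes in edgeR ranged from 0 to 1490 and lower genes from 0 to 1115, and in the 4 fits with 0 calls between 3020 and 3809 genes had an unadjusted p under 0.05. At a log2 fold change of 2 and p under 0.01, higher genes ranged from 264 to 631 and lower genes from 75 to 528. At an adjusted p under 0.05 in edgeR, MAPK list genes ranged from 0 to 8 and glycolysis list genes from 0 to 3, and at the other criterion MAPK list genes ranged from 6 to 8. Hspb1 ranged from 2.58 to 3.19 and lost its call in 4 of these fits. Pfkfb3 ranged from 2.13 to 3.66 and gained a call in the fit without ischemia replicate 1. The median of the MAPK pathway ranged from 0.040 to 0.30 and lost its camera call without sham replicate 1 (p 0.0567), sham replicate 3 (0.0504) or ischemia replicate 2 (0.110), and the number of enriched pathways from 16 to 25. Bmi1 ranged from -0.43 to 0.090, turning positive without sham replicate 1, and Rnf2 from -0.084 to 0.30, turning negative without ischemia replicate 2.

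With the replicate number as a block, in a pairing whose same-numbered correlation was -0.115, 0 genes were higher and 0 lower, 0 MAPK list genes and 0 glycolysis list genes passed, and Hspb1 was 2.90 without passing. Unadjusted p was under 0.05 for 3349 genes. With the atrial covariate, the same counts were 0, 0, 0 and 0, with 2219 genes at an unadjusted p under 0.05, Hspb1 at 2.91 without passing, 167 higher and 76 lower genes past the log2 fold change of 2 and p of 0.01, 7 enriched pathways and a MAPK pathway median of 0.13 that no longer passed. Each of these fits estimates more coefficients from the same 6 samples and so has less power to detect a change. Lost calls alone therefore do not show smaller effects, and the cause of the losses was not tested.

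With the myeloid covariate, whose correlation with the groups was 0.956, the counts were again 0, 0, 0 and 0, with 986 genes at an unadjusted p under 0.05. Past the log2 fold change of 2 and p of 0.01 were 117 higher and 124 lower genes, 0 of them in the MAPK list, and 0 pathways were enriched. Hspb1 was 3.29 without passing. Pfkfb3 reversed to -2.62, Pfkl to -2.71, Il1b to -1.70, Hspa1b to -7.87, Pgf to -4.35, Cd14 to -0.58, Dusp2 to -0.0024 and Il1a to -3.19. The glycolytic median reversed to -0.65 (camera p 0.000307), the MAPK pathway median to -0.35 (0.00365) and the log2 odds ratio of MAPK enrichment to -0.0077. Coq9 (1.97), Ndufs1 (1.02), Etfdh (1.26), Etfa (0.47), Ndufb5 (1.25), Ring1 (0.85) and Rnf2 (-1.21) reversed as well. The cause was not tested.

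Limma without a trend gave 455 higher and 123 lower genes, and quantile normalization 443 lower genes. No filter gave 93 lower genes, equal totals 83, and removal of erratic genes 344. DESeq2 gave 2066 higher and 1737 lower genes, and 395 lower genes past the log2 fold change of -2. A pseudocount of 1 gave 237 higher and 81 lower genes past that criterion, and a mean FPKM of at least 5 gave 269 and 68. Pfkfb3 passed with DESeq2 (3.18) and with a mean FPKM of at least 5 (3.19). Enrichment of the genes past the adjusted threshold gave 14 pathways.

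The MAPK pathway median no longer passed with limma on FPKM at a pseudocount of 0.1 (0.28, also without a trend and with robust estimation, both 0.28), 1 (0.21) or 0.01 (0.31), with equal FPKM sums (0.23), quantile normalization (0.18) or DESeq2 (0.19), and at the estimated inter-gene correlation (0.22). The log2 odds ratio of MAPK pathway enrichment turned to -0.044 under quantile normalization and to -0.34 with the atrial covariate. For all of these the cause was not tested. Among single genes and other values, settings with all samples gave 477 unchanged, 72 weaker, 1 stronger, 17 reversed and 2 moved results, and leaving out one sample gave 115 unchanged, 73 weaker, 2 stronger and 2 reversed.

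Of the 723 higher and 214 lower genes, 663 and 132 were shared with limma on FPKM, 720 and 214 with DESeq2, and 417 and 71 with the fit without ischemia replicate 2.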

Other observations

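The tests on cardiomyocyte dilution, Y-linked reads, lung and ganglion genes and the timing of the response were chosen only after the result was seen, and the wording of the test on other splits was corrected after its result was known. Each hypothesis below was found and tested on the same data.

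Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many genes past an adjusted p of 0.05, the real one, and the other splits gave 0 with 94 to 868 genes at an unadjusted p under 0.05. At the log2 fold change of 2 and p of 0.01, again 1 of the 10 splits, the real one, gave as many genes, with 649 against at most 84. Among the 4 splits that part all 3 same-numbered pairs the largest other value was 22, while the other 6 splits part 1 pair and reached 84. With 10 splits a share below 0.1 cannot be reached, so chance cannot be told apart by this test.

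The number of MAPK list genes past the criterion of the study was 6 here. That is lower than the value quoted from the study above. The study does not name the test or the normalization behind its sequencing P, so this comparison may not be on the same basis. By qRT-PCR the study reported increases of all its selected MAPK genes in ischemic rat myocardium and in hypoxic cardiomyocytes. The number of higher genes at that criterion was 462. That is higher than the value quoted from the study above, which also required H2Aub binding. The number of MAPK pathway genes in that list was 13. That is lower than the value quoted from the study above. The study states no cut-off for its upregulated genes with H2Aub binding, so the comparisons of 462 and 13 may not be on the same basis.

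Atrial genes differed strongly within groups. Nppa had an FPKM of 33220 and 25110 in sham replicates 1 and 3, 67.7 in sham replicate 2, and 7431, 2051 and 1251 in ischemia replicates 1 to 3. Within sham the ventricular gene Myl2 ran the other way, with 366 and 346.4 in replicates 1 and 3 and 2795 in replicate 2. Within ischemia it did not, with 1315, 594.2 and 1238 in replicates 1 to 3, where replicate 1 was the highest for both genes. In ischemia replicates 2 and 3 Nppa was above sham replicate 2, whereas each other gene of the atrial score was below it. Myl7 was 10 and 12.3 there against 116.9 in sham replicate 2. Nppa alone therefore does not mark atrial tissue across the groups, although it is part of the score. A candidate explanation for the differences within sham is that some samples held atrial tissue. With an atrial score as covariate the log2 fold change was 2.91 for Hspb1, 1.95 for Pfkfb3 and -2.33 for Myh6, with edgeR adjusted p-values of 0.201, 0.387 and 0.240. Hspb1 and Myh6 hardly moved from 2.96 and -2.38. Pfkfb3 moved from 3.22, and with a standard error of 0.99 what remains is not shown to differ from 0. With this covariate 0 genes passed an adjusted p of 0.05, and 2219 had an unadjusted p under 0.05.

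Myeloid genes rose more than the other sets tested, with a median log2 fold change of 6.59 over 17 tested neutrophil and monocyte genes, 14 of them past an edgeR adjusted p of 0.05. RNA of infiltrating or circulating myeloid cells may therefore underlie part of the list results. With a myeloid score as covariate, Hk3 fell to 1.38, Cd14 to -0.58 and Pfkfb3 to -2.62, while Hspb1 was 3.29 ± 1.41 (SE). The myeloid score had a correlation of 0.956 with the groups, so the covariate also takes up any other difference between them, and for Hk3, Cd14, Pfkfb3 and, at this standard error, Hspb1 the cell source and a change within cardiomyocytes cannot be told apart.

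Myh6, a gene chosen after its values were seen, had a log2 fold change of -2.38 (edgeR adjusted p 0.0510; lower in 3 of 3 ischemia samples; exact permutation p 0.1). Dilution of cardiomyocyte RNA would lower other markers too, and 12 of them had a median of -0.69, from -1.70 to 0.86. A smaller median is to be expected when Myh6 was picked for its fall, so this test cannot tell.

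The size of the changes sits oddly with 30 min. The myeloid median exceeded that of 28 immediate early genes (1.71) by 4.88, and 193 of the 214 lower genes fell by over 1 on the log2 scale. If transcription had stopped at ligation, the median fall of 1.73 among the 214 genes would need an RNA half-life of at most 17.4 min. These genes were selected by their test result, which favours large fitted falls, so this value is not a firm bound. A response older than the labelled 30 min may explain the size of the changes, as may differences in the tissue sampled. These values cannot tell them apart.

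Sham replicate 1 had 4 reads on 3 Y-linked genes, where 3495 were expected at the rate of sham replicates 2 and 3, so low depth does not account for it. The reads found were 0.114% of those expected. A female rat or a swapped sample may explain this, and the 2 cannot be separated. Ddx3y had few reads in every sample (22, 10 and 33 in sham and 4, 8 and 25 in ischemia), and was not lower in sham replicate 1.

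Other tissues may be present in some samples. Of 7 lung and airway genes not inspected before the list was written, 5 were highest in ischemia replicate 1. Chance gives 1.17 if genes vary independently, which genes of 1 tissue need not do. Of 7 such ganglion genes, 6 were highest in sham replicate 3. Neither signal was confined to 1 sample. The geometric mean of FPKM + 0.1 over all 12 ganglion genes was 10.2 in sham replicate 3 and 2.41 in sham replicate 1. It was at most 0.734 in the other samples. Over 11 lung and airway genes it was 8.73 in ischemia replicate 1, 0.922 in sham replicate 3 and at most 0.245 elsewhere. Lung or airway tissue in the sample, and autonomic ganglion tissue in the sample, are candidate sources.

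In 186 tested genes a library had 0 counts while another of the same group had at least 100. Mapk7, chosen after its values were seen, had 0, 2344 and 41 counts in sham and 1772, 0 and 0 in ischemia. Reads moved between overlapping genes would make overlap more common among them, but 19.4% overlapped another gene against 23.0% of all tested genes. The pattern of 0 counts in all 3 ischemia samples and 743 to 1103 in sham for Cpne1 may have the same origin, which the overlap share of 19.4% leaves open. Rbm12 had 1149, 766 and 1100 counts in sham, close to those of Cpne1, and 1586, 2155 and 1297 in ischemia. A second row named Rbm12 had 442, 282 and 598 in sham and 370, 479 and 310 in ischemia. Counts alone cannot tell whether reads of Cpne1 were assigned to another gene, so its fall may not be one of expression. Log2 fold change hardly followed gene length, with a Spearman rho of -0.0716 across 13935 genes, which are not independent replicates. A correlation over all genes does not exclude a length effect among the called genes.

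Whether ischemia replicate 2, the most distant sample on the first component, carries the list results was tested by leaving it out. All 8 genes called in the MAPK and glycolysis lists still passed, so these calls do not rest on this sample alone. Without sham replicate 1, 2 or 3 or without ischemia replicate 3, 0 of the 8 passed, and all 8 had an unadjusted p under 0.05 in each of those fits.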
